A study of Mus musculus with 13 samples. Its data were reported in "Fibroblast hierarchy dynamics during mammary gland morphogenesis and tumorigenesis" (2025).

How the data were processed

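The study compared mammary fibroblasts across 5 stages of gland development, under hormone treatment and in a transgenic tumour model, by droplet single-cell RNA sequencing with a 3′ chemistry. Stage and hormone libraries came from C57BL/6 mice and from sorted stromal cells without lineage markers and without CD24. The labels state 2 females per condition for these groups. For the hormone libraries the study's methods state a pair of females for each replicate. The tumour model was the raGFP-Wnt1 mouse, which carries an MMTV-Wnt1 transgene and a Pdgfra reporter allele on a mixed C57BL/6 and FVB background, and its libraries came from sorted GFP-positive cells. The 13 libraries fell into 9 groups. The puberty, adult, pregnancy, lactation and involution groups held 1 library each, and the placebo, MPA+E (medroxyprogesterone acetate with estradiol), hyperplasia and tumour groups held 2 each. Per the labels, the hyperplasia and tumour libraries of the same number came from the same mouse, so those numbers pair the samples. The labels give an age of 45 weeks for mouse 1 and 17 weeks for mouse 2. Deviations from the group means correlated at 0.0864 across 16012 genes between libraries of the same mouse.

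The deposited matrices hold raw UMI counts per gene and barcode that the authors made with Cell Ranger, in its filtered form, with no normalization. Each lists 32285 genes, in the same order in all 13 libraries, and every value is a whole number. The genome build and annotation release behind the counts are not stated for these files. Of the 32285 gene identifiers, 32158 (99.6%) were found in GENCODE M21 on GRCm38, which was used only for gene positions and was not the annotation of the counting. Genes with near-identical copies, among them Ctla2a, C1rb, Ifi202b, Ifit3 and Ly6a, share sequence with their relatives, so their own levels are uncertain.

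Barcodes with at least 500 and at most 7500 genes and at most 10% mitochondrial UMIs were kept. The study's stated filter has the same lower limit on genes and the same mitochondrial limit, and it removed cells with very many genes at a limit its methods do not give. The study's doublet caller, scDblFinder, was replaced by Scrublet scores, and the highest-scoring cells were removed at a rate of 0.8% per 1000 barcodes, which called 4.19% to 11.5% of cells per library. The threshold Scrublet set by itself called 2 cells in the puberty library, so it was not used. Each library was then clustered alone (30 principal components of 1000 variable genes, 20 neighbours, Leiden resolution 0.8), and clusters of non-fibroblasts were removed with fixed markers of 10 cell types. A cluster was removed when at least 2 markers of another type were raised and their mean log2 fold was at least 2, or when the mean log2 fold of the fibroblast markers was at most -2. Clusters in which over 50% of cells were called doublets were removed. Low-depth clusters of mixed markers were removed as well, with 131 cells in placebo 2, 105 in hyperplasia 2 and 249 in tumour 1. These limits on clusters were set after the cluster tables had been seen and before any comparison of groups.

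The fibroblasts of the 5 stage, 4 hormone and 4 raGFP-Wnt1 libraries were integrated separately with Seurat 5.3.0 (reciprocal principal component anchors, 1000 features, 30 dimensions) and clustered at resolution 0.3. Marker genes and the 40 genes of a fixed list were left out of the clustering features. Clusters were named from fixed markers of 8 fibroblast states. The scoring rule was set after the cluster tables had been seen and before any comparison of groups. It took the state with the highest mean log2 fold and asked for at least 3 of its markers at 2 fold or more, or 4 where none was among the 10 leading genes. The state whose mean reached 80% of the highest was added to the name. The names mean likeness to a state by these markers: progenitor-like, preadipocyte-like, ECM remodelling-like, lobular-like, adipogenesis-regulatory-like, cycling and myofibroblastic-like, written below as the progenitor class and so on. Clusters without a name keep their number, and their shares are given. The study's own cell annotation was not used here, so a difference from the study may come from the rebuilt names.

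UMI counts were summed per library, or per class and library, since cells are not replicates. The hormone comparison used edgeR 4.0.16 (quasi-likelihood test, TMM scaling, filterByExpr), and the tumour and hyperplasia comparisons used limma-voom (limma 3.58.1) in 1 fit of 6 libraries, with puberty and adult joined as normal tissue, as in the study's methods. The myofibroblastic class was compared with the other named classes of the same tumour with the tumour as a block, over genes outside the clustering features, a restriction added later. Numbers of cells per class were tested with edgeR, with the number of fibroblasts as library size. The progenitor marker set was tested with fry. The share of cells with a Cd34 UMI was taken after thinning each cell to 3000 UMIs. Hedgehog pathway genes were compared between classes within each library as log2 ratios of CPM + 1, with an exact sign-flip permutation test for each gene. Testing these genes singly was chosen after seeing the data, and the mean over a list fixed beforehand is not reported here. All tests were two-sided, and adjusted p-values are Benjamini-Hochberg values. For groups of 1 library no test was run, and exact binomial 95% intervals of shares and log-normal 95% intervals of ratios of counts are given, which cover counting error only. A count of 0 was taken to allow up to 3 counts per library. The samples, tests, markers and most alternatives were fixed before the data were examined. The test of a class-specific hormone effect was added later.

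The genes named from a test were the 4 with the largest positive and the 4 with the largest negative log2 fold change among those with adjusted p under 0.05, mean log2 CPM over 4 and no overlap between the libraries of the sides. The genes of the fixed list were added whatever their values, but not all of their values are printed. In the tests of all fibroblasts 38 of the 40 listed genes passed the filter on low counts, and Glycam1 and Csn2 were not tested. Comparisons of 2 against 2 libraries put all libraries of one side above the other in 33.3% of cases by chance. No comparison had 3 libraries per side, so other splits of the libraries were not counted.

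The edgeR and limma-voom tests of gene levels were tested on simulated counts with 200 genes changed by 2 or 4 fold. Of these genes, those that passed the filter were counted. The hormone test recovered 79.9% of the changed genes over all fibroblasts (15302 genes) and 84.2% in the progenitor class (13418 genes). The tumour test recovered 58.1% (15799 genes), the hyperplasia test 51.5% (15798 genes) and the test within tumours 62.6% (14023 genes). The test of a class-specific hormone effect recovered 82.4% (13692 genes). Calls of unchanged genes made up 3.13%, 4.07%, 4.96%, 6.42%, 3.94% and 5.20% of the calls in these runs, in the same order. In the ECM remodelling, adipogenesis-regulatory, lobular and preadipocyte classes the hormone test recovered 78.1%, 84.6%, 75.1% and 83.4% of the changed genes. Unchanged genes made up 7.27%, 6.25%, 5.13% and 1.83% of the calls in these classes.

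Alternatives were DESeq2 size factors, no filter on low counts, other tools (DESeq2 1.42.0, limma-voom, edgeR), the replicate number as a block, each library left out in turn, doublets or non-fibroblasts kept, a mitochondrial limit of 5%, clustering resolutions of 0.2 and 0.5, no integration, other thinning depths (5000 UMIs or none), an offset of CPM + 5, and classes thinned to the same number of cells. Thinning classes to the same number of UMIs, leaving out libraries within single classes and for the class-specific hormone effect, and the replicate block for the progenitor marker set were chosen after seeing the data. Where leaving out a library left 1 in a group, the lone library was assumed to vary like the libraries of the other groups. Lists of 8 milk protein genes, 12 interferon-induced genes and 10 handling stress genes were written before their tests. Of the 12 interferon-induced genes, 5 were among the leading genes of the stage cluster on which the list was used (Rsad2, Plac8, Phf11b, Ifit3 and Isg15). Strain, sort and age differ between wild-type and raGFP-Wnt1 libraries and cannot be separated there. The bulk RNA sequencing, flow cytometry and imaging of the study were not analysed here. Computation used R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9.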

Results

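The 13 libraries held 5230 to 14424 barcodes and 56551189 to 112550204 UMIs each. The stage libraries held 9250 barcodes and 56551189 UMIs in puberty, 13285 and 79078724 in the adult, 14424 and 57123929 in pregnancy, 9525 and 66527850 in lactation, and 11483 and 79865721 in involution. The placebo libraries held 76882895 and 82745271 UMIs and the MPA+E libraries 95991443 and 100543375. The hyperplasia libraries held 61997030 and 77141152 UMIs, and the tumour libraries 112550204 and 98881636. After the limits on genes and mitochondrial UMIs the stage libraries kept 8410 to 13257 cells, and after removal of doublets 7780 to 11718. Fibroblasts made up 88.7%, 96.4%, 88.3%, 97.3% and 93.7% of these cells in puberty, adult, pregnancy, lactation and involution. The fibroblasts numbered 6899, 11049, 10341, 8040 and 9224 in the same order. In the hormone libraries 4748 and 5435 fibroblasts remained under placebo and 4963 and 8131 under MPA+E. In the raGFP-Wnt1 libraries 6170 and 7591 remained from hyperplasia and 8457 and 4212 from tumours. Median UMIs per fibroblast ranged from 3884 in pregnancy to 20013.5 in tumour 2.

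The first question was how the composition of the fibroblasts differs between stages of gland development. Per the labels puberty was sampled at 4 weeks (the study's methods give a slightly higher age), the adult at 9 weeks, pregnancy at day 14.5, lactation at day 10 and involution at day 4. The clustering of the 5 stages gave 10 clusters, of which 6 carried a name, and these formed 5 classes. Each stage had 1 library, so no test was possible and the intervals cover counting error only. The class with both ECM remodelling and preadipocyte markers made up 12.8% of fibroblasts in puberty, 25.5% in the adult, 23.1% in pregnancy, 34.7% in lactation and 47.5% in involution. Its share in involution was 3.73 times that in puberty (95% interval 3.49 to 3.98). With doublets kept this ratio was 3.08, the alternative that moved it most. The lobular class held 14.8%, 19.3%, 17.2%, 8.69% and 9.46% in the same order of stages, and its adult share was 2.22 times (2.05 to 2.41) its share in lactation. The adipogenesis-regulatory class held 18.9%, 10.2%, 8.65%, 6.98% and 9.31%, a ratio of 2.71 (2.46 to 2.97) between puberty and lactation. The progenitor class varied least among the named classes, between 21.3% in involution and 30.5% in pregnancy (ratio 1.43). Cycling cells numbered 156 in puberty (2.26%), 49 in the adult (0.443%), 95 in pregnancy (0.919%), 6 in lactation (0.0746%) and 31 in involution (0.336%). The share of cycling cells in puberty was 30.3 times (13.4 to 68.4) that in lactation.

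Among the clusters without a name, cluster 3 was led by Cxcl13 and Pgr and made up 17.0% of fibroblasts in puberty, 14.3% in pregnancy, 5.12% in lactation and 5.95% in involution. Cluster 5, led by Cdc42ep2 and Lars2, made up 13.8% in lactation and 4.07% in the adult, a ratio of 3.39 (3.05 to 3.76). Its other leading genes included Ogt, Pnisr, AY036118, Gm26917 and Gm42418, and 0 markers of its closest state were raised. Its cells had a median of 0.784 times the median UMIs of their library. Whether cell quality or a fibroblast state sets cluster 5 apart was not tested. Cluster 8, led by Dlk1, fell from 1.01% in puberty to 0.217% in involution. Cluster 9, led by Pappa2, held 0.271% to 0.406%, and its highest and lowest shares were not separable at this depth (95% interval of their ratio 0.914 to 2.46).

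**Figure D1:**
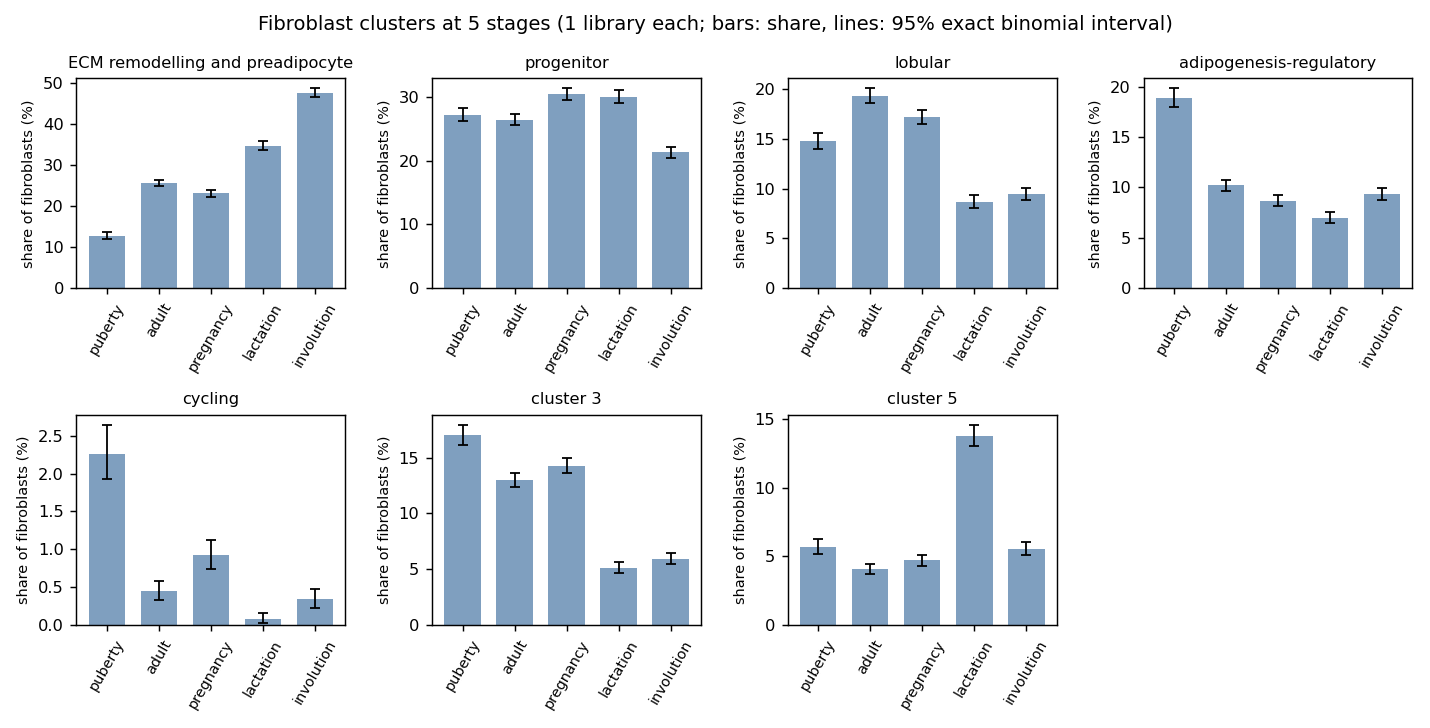
Share of fibroblasts (%) in each class or cluster for the puberty, adult, pregnancy, lactation and involution libraries, with exact binomial 95% intervals. The class with ECM remodelling and preadipocyte markers rises from 12.8% in puberty to 47.5% in involution, and cycling cells are most frequent in puberty.

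Levels of listed genes over all fibroblasts were compared between the same 5 libraries. Mgp had 507.9 CPM in puberty, 265 in the adult, 616 in pregnancy, 1224 in lactation and 4663 in involution, and its highest level was 17.6 times its lowest (17.4 to 17.9). Mmp3 rose from 301 CPM in puberty to 2218 in involution (7.37 times), and Lox from 126 in the adult to 729 in involution (5.81 times). Crabp1 (ENSMUSG00000032291, chromosome 9, 54764748 to 54773110) had 9.19 CPM in puberty, 20.4 in the adult, 53.8 in pregnancy, 69.0 in lactation and 89.7 in involution, a ratio of 9.76 (8.84 to 10.8). Pi16 (ENSMUSG00000024011, chromosome 17, 29317680 to 29330593) lay between 819 CPM in involution and 1527 in the adult. Cd34 (ENSMUSG00000016494, chromosome 1, 194938819 to 194961279) lay between 532 CPM in involution and 900.3 in pregnancy. Pgr fell from 44.9 CPM in puberty to 4.18 in lactation, a ratio of 10.7. Mki67 had 14.2 CPM in puberty and 0.657 in lactation, 21.6 times apart, or 14.0 times with the non-fibroblasts kept. Fabp4 had 334 CPM in the adult and 115 in lactation, a ratio of 2.91. With the non-fibroblasts kept this ratio was 1.92. Cd36 had 19.3 CPM in puberty and 3.13 in lactation, a ratio of 6.16 that reversed to 0.843 with the non-fibroblasts kept. Positions are those of GRCm38.

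Whether Hedgehog signalling is lower in progenitors than in more differentiated fibroblasts was asked with the pathway genes Gli1, Gli2, Ptch1 and Hhip, each tested alone. The mean log2 ratio in the progenitor class against the other named classes was -2.46 for Hhip (SD 0.86), -1.956 for Gli2 (SD 0.14) and -1.85 for Gli1 (SD 0.33) over the 5 stage libraries, and these 3 genes were lower in 5 of 5 libraries. The exact sign-flip permutation test gave a p of 0.0625 for each (adjusted p 0.0833), the smallest that 5 libraries allow, so the stage libraries alone cannot reach 0.05. Ptch1 was lower in 4 of 5 libraries (-0.40, SD 0.34, exact sign-flip permutation p 0.125). An offset of 5 CPM moved the values most, Hhip to -1.20 and Gli1 to -0.71. Over all 9 wild-type libraries, which add the hormone libraries, the means were -2.64 for Hhip, -2.09 for Gli2 and -1.92 for Gli1 (exact sign-flip permutation p 0.00391, the smallest that 9 allow, adjusted p 0.00521). That of Ptch1 was -0.53 (exact sign-flip permutation p 0.00781, lower in 8 of 9 libraries). The progenitor class held only 1 (pregnancy) to 9 (lactation) Gli1 UMIs per stage library. The pooled classes differed. In the placebo libraries Gli1 had 23.3 and 15.5 CPM in the adipogenesis-regulatory and 1.09 and 1.51 in the ECM remodelling class. For Hhip these levels were 42.2, 46.2, 4.13 and 1.69, and for Gli2 14.4, 14.6, 27.2 and 22.0. The ratios of Gli1 and Hhip thus rest mostly on the adipogenesis-regulatory class there.

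**Figure D2:**
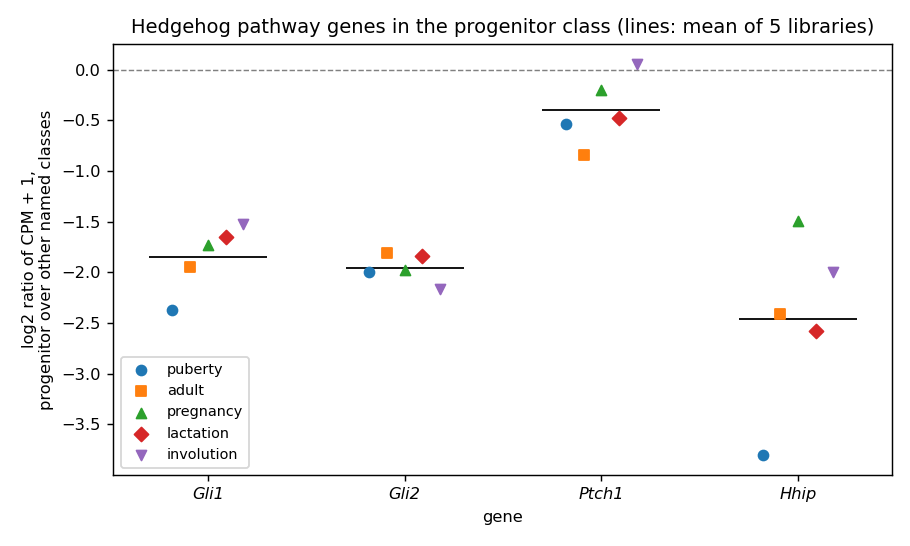
Log2 ratio of CPM + 1 in the progenitor class against the other named classes for Gli1, Gli2, Ptch1 and Hhip, with 1 point per stage library and a line at the mean. All points lie below 0 except 1 of Ptch1.

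The hormone experiment asked what continuous progesterone and estrogen signalling changes in fibroblasts, at 9 weeks of age and with 2 libraries per arm. Of 15485 genes tested with edgeR, 680 had an adjusted p under 0.05 under MPA+E, 412 higher and 268 lower, and 2858 had an unadjusted p under 0.05. DESeq2 called 1311 genes and limma-voom 665. No gene was called by edgeR when either placebo library was left out (1747 and 1599 genes at an unadjusted p under 0.05), and 874 or 947 were called when an MPA+E library was left out. The libraries of the arms did not overlap for 6793 genes (43.9%), where chance gives 33.3%. The 4 genes with the largest rises were Ctla2a, Ngfr, Ifi44 and Greb1. Ctla2a (ENSMUSG00000044258, chromosome 13, 60934155 to 60936625) had 7.83 and 11.7 CPM under placebo and 1679.8 and 1275 under MPA+E (log2 fold change 7.24 ± 0.33, SE, adjusted p 0.00459). Its close copy Ctla2b shares much of its sequence, so its own level is uncertain. The log2 fold changes of Ngfr, Ifi44 and Greb1 were 4.01, 3.98 and 3.93. The largest falls were those of Ccn3 (-3.70, adjusted p 0.00534), Tgfbi (-2.76), Krt19 (-2.58) and Smpd3 (-2.49). These 8 genes kept their direction but not their call when a placebo library was left out.

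Of the 38 listed genes, 12 had an adjusted p under 0.05 over all genes and 21 when adjusted over the list alone. Crabp1 rose from 40.7 and 26.4 CPM under placebo to 92.4 and 94.8 under MPA+E (1.51 ± 0.19, adjusted p 0.0196). Pgr (2.16, adjusted p 0.0303), Ly6a (0.87), Stra6 (0.83) and Lox (0.62) were also higher. Igfbp5 (ENSMUSG00000026185, chromosome 1, 72857932 to 72874884) fell from 2501 and 2224.5 CPM to 312 and 579 (-2.37 ± 0.34, adjusted p 0.0290). Wnt1 (-2.03), Fabp4 (-1.92), Esr1 (-1.71), Tnc (-1.55), Col14a1 (-1.47) and Dpp4 (-0.77) were lower. None of the 12 was called without either placebo library. Ly6a and Lox were not called without either MPA+E library, and Dpp4 not without MPA+E 1. With the non-fibroblasts kept, 460 genes were called, and Fabp4 (-0.62) and Stra6 were not among them. With a mitochondrial limit of 5% Stra6 was not called. Pi16 (-0.66, adjusted p 0.0811, called with DESeq2 or with a replicate block), Cd34 (0.27, adjusted p 0.298) and Mki67 (-0.94, adjusted p 0.621) did not pass the threshold. Mki67 was called lower (-2.82) without MPA+E 2.

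**Figure D3:**
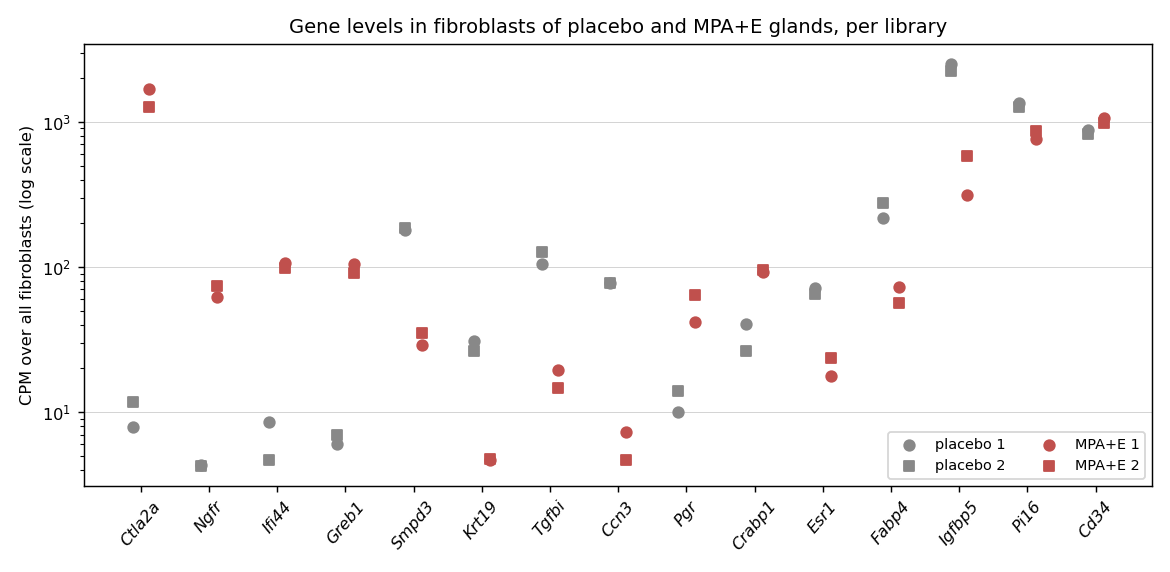
CPM over all fibroblasts (log scale) of named genes in the placebo and MPA+E libraries, with 1 point per library. The arms do not overlap for Ctla2a, which lies near 10 CPM under placebo and above 1000 under MPA+E, or for Igfbp5 and Crabp1.

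The question of which fibroblasts respond most was addressed by testing each class on its own. The clustering of the hormone libraries gave named classes of progenitor, preadipocyte, ECM remodelling, adipogenesis-regulatory, lobular and cycling cells, and cycling cells were too few for a test of genes. With edgeR 1494 of 13609 genes were called in the progenitor class (775 higher, 719 lower, and 3642 at an unadjusted p under 0.05). The preadipocyte class had 562 called genes, the adipogenesis-regulatory class 410, the lobular class 261 and the ECM remodelling class 141. Without the filter on low counts these numbers were 1657, 1625, 1070, 750 and 836, so the preadipocyte class came close to the progenitor class. With the same number of cells in each class and library (208), 875 genes were called in the progenitor class, 365 in the preadipocyte class, 238 in the adipogenesis-regulatory class and 94 in the ECM remodelling class. With the same number of UMIs, a comparison chosen after seeing the data, the numbers were 1098, 441, 353 and 115. The lobular class was too small for these comparisons. Fits without 1 library, also chosen after seeing the data, gave 352 (without placebo 1), 327 (without placebo 2), 1927 (without MPA+E 1) and 2152 (without MPA+E 2) genes in the progenitor class. The preadipocyte class had 211, 67, 514 and 521 in the same order, the adipogenesis-regulatory class 149, 150, 574 and 654, the lobular class 85, 101, 262 and 219 and the ECM remodelling class 31, 49, 493 and 727. The progenitor class thus kept the highest number in each of these fits, while the numbers depend on the placebo libraries.

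A difference in the number of called genes does not show a difference in effect, so the difference in the hormone effect between the progenitor class and the mean of the other classes was tested as well. It passed an adjusted p of 0.05 in edgeR for 1486 of 13883 genes, with 652 higher and 834 lower in the progenitor class. Without placebo 1 or 2 the number was 540 and 477, and without MPA+E 1 or 2 it was 1103 and 1247.

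In the progenitor class the largest rises were those of Ctla2a (8.98, adjusted p 0.00228), Tgm2 (5.27), Ngfr (5.26) and C7 (4.99). The largest falls were those of Ccn3 (-4.13), H19 (-4.07), Ptn (-3.35) and Fbn2 (-3.18). Tgm2 had 7.79 and 16.1 CPM under placebo and 375 and 522 under MPA+E (adjusted p 0.0029). Of 35 listed genes, 13 were called over all genes and 18 when adjusted over the list alone. Igfbp5 fell from 5063 and 4107 CPM to 511 and 981 (-2.55, adjusted p 0.0108), Col14a1 by the same log2 value and Esr1 by less (-1.68). Cxcl14 (3.62), Pgr (2.14), Fmo2 (1.46), Ly6a (0.96), Lox (0.86) and Pdgfra (0.50) were higher. Tnc (-3.20), Wnt1 (-2.02), Tnxb (-0.85) and Dpp4 (-0.65) were also lower. Pi16 (-0.60, adjusted p 0.0616) was called only without the filter on low counts or with a replicate block. Without a library, Ctla2a, Tgm2, Ngfr, C7, Ccn3, H19 and Col14a1 stayed called in each fit. Igfbp5 (adjusted p 0.0874 and 0.0694), Esr1 (0.0793 and 0.0710), Cxcl14 (0.121 and 0.121), Ptn (0.183 and 0.182) and Fbn2 (0.112 and 0.151) lost their call without placebo 1 or 2, and Pgr lost it without placebo 1 (adjusted p 0.0717). Ptn stood at -5.23 without MPA+E 1. The libraries of the arms did not overlap for 55.6% of genes, against 33.3% by chance.

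**Figure D4:**
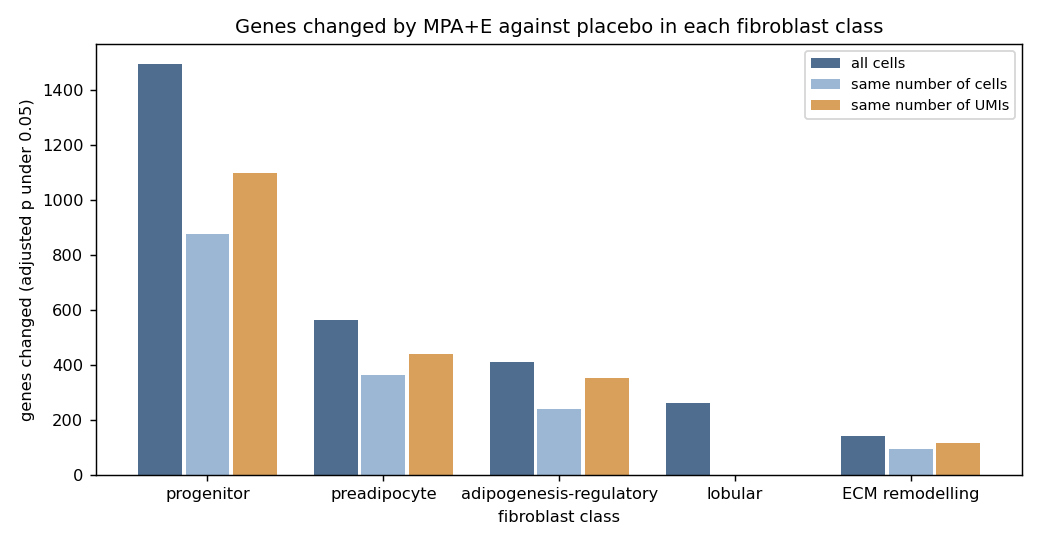
Number of genes with an adjusted p under 0.05 between MPA+E and placebo (edgeR) in each class, with all cells, with the same number of cells and with the same number of UMIs. The progenitor class has the highest bar in each setting, with 1494, 875 and 1098 genes, and the lobular class was tested with all cells only.

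A shift in the composition of the fibroblasts under MPA+E was tested next. No class passed an adjusted p of 0.05 in edgeR, and none had an unadjusted p under 0.05 (smallest 0.127). Cycling cells numbered 21 in each placebo library (0.442% and 0.386%) and 11 and 38 in the MPA+E libraries (0.222% and 0.467%), a log2 fold change of -0.23 (adjusted p 0.941) that reversed to 0.18 without MPA+E 1. The progenitor class held 38.6% and 41.3% under placebo and 34.6% and 40.1% under MPA+E (-0.10, adjusted p 0.903). The ECM remodelling class held 23.9% and 20.8% under placebo and 23.9% and 32.5% under MPA+E (0.33, adjusted p 0.613). Without MPA+E 1 this class was called higher (0.54, adjusted p 0.0248). The preadipocyte class (-0.03, reversed to 0.14 without MPA+E 2) and the adipogenesis-regulatory class (-0.29) did not pass the threshold. The lobular class differed between the MPA+E libraries, with 9.53% and 2.10%, against 4.38% and 6.11% under placebo. Its log2 fold change was 0.14 over all 4 libraries, -1.32 (adjusted p 0.0122) without MPA+E 1 and 0.86 (adjusted p 0.0416) without MPA+E 2, so a single library decides its direction.

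Whether the progenitor signature falls under MPA+E was asked with a set of 7 progenitor markers in the progenitor class. The fry p was 0.0677 (camera 0.172), with a mean log2 fold change of -0.30, a median of -0.60 and 4 of 7 genes lower. The values were -1.52 for Sema3c, -0.66 for Cd55, -0.65 for Dpp4, -0.60 for Pi16, 0.00 for Anxa3, 0.35 for Cd34 and 0.96 for Ly6a. With Igfbp5 added the fry p was 0.0547. The fry p stayed over 0.05 in each alternative, and leaving out a library gave fry p-values of 0.166 to 0.256.

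Fibroblasts of raGFP-Wnt1 hyperplasia were compared with those of normal puberty and adult glands to ask what changes before tumours form. Strain, sort and age also differ between these libraries. Of 16159 genes, limma-voom called 2253, with 1275 higher and 978 lower in hyperplasia, and 5660 had an unadjusted p under 0.05. Leaving out a library moved the count most, to 9 genes without puberty, 120 without the adult, 2 without hyperplasia 1 and 1 without hyperplasia 2. In these 4 fits 3378, 4116, 3064 and 4235 genes had an unadjusted p under 0.05. The libraries did not overlap for 70.4% of genes, against 33.3% by chance. Crabp1 rose from 9.19 CPM in puberty and 20.4 in the adult to 345 and 365 in hyperplasia (4.63, adjusted p 0.00594), a call lost without either hyperplasia library. Cdkn2a (4.42), Cxcl14 (1.62), Mgp (1.46), Mmp3 (1.31), Lox (1.24) and Wnt9a (0.91) were higher and Ly6a was lower (-1.98, adjusted p 0.0474). The largest rises by the naming rule were those of Ifi202b (9.14), C1rb (8.07), Pianp (7.42) and C130026I21Rik (6.50), and Ifi202b and C1rb have close copies. The largest falls were those of Car3 (-7.34), Chl1 (-3.37), Rsad2 (-3.33) and Ifit3 (-3.01). Of 38 listed genes 8 were called, and 9 when adjusted over the list alone. Of these 16 called genes, 16 were not called without hyperplasia 1 or without hyperplasia 2, 15 without puberty and 11 without the adult. Without the adult Mgp stood at 0.97. Ly6a was not called with a mitochondrial limit of 5% or with the non-fibroblasts kept. Cd34 (-0.50) and Pi16 (-0.73) did not pass the threshold.

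Tumour fibroblasts were compared with hyperplasia fibroblasts in the same fit to ask what changes as tumours form. With limma-voom 4773 of 16159 genes were called, 2461 higher and 2312 lower, and 7348 had an unadjusted p under 0.05. Fitting only the 4 raGFP-Wnt1 libraries moved the count to 3072. Leaving out a library gave 217 without hyperplasia 1, 529 without hyperplasia 2, 6982 without tumour 1 and 3279 without tumour 2. The libraries did not overlap for 72.4% of genes, against 33.3% by chance. The largest rises were those of Col11a1, Ltbp2, Acta2 and Kif26b. Col11a1 had 0.0905 and 0.151 CPM in hyperplasia and 133 and 116 in tumours (9.93, adjusted p 0.00147). Acta2 had 0.887 and 2.28 CPM in hyperplasia and 242 and 659 in tumours (8.09, adjusted p 0.0128). The largest falls were those of Hoxc10 (-9.43, adjusted p 0.00397), Myoc (-7.99), Itgb7 (-5.88) and Cxcl13 (-5.25). Myoc and Cxcl13 were not called with edgeR (-4.70 and -3.55), with DESeq2, with only the 4 raGFP-Wnt1 libraries or without either hyperplasia library. Without tumour 2 they stood at -3.67 and -2.57.

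Of the 38 listed genes, 18 were called in tumours over all genes and 18 when adjusted over the list alone. Mki67 (6.06, adjusted p 0.0213), Lrrc15 (4.93), Cdkn2a (4.63, adjusted p 0.00083), Mgp (2.52, adjusted p 0.00872), Cxcl14 (2.30), Stra6 (2.12), Lox (1.25) and S100a4 (1.24) were higher. Wnt9a rose from 8.22 and 8.86 CPM to 43.6 and 44.8 (2.37, adjusted p 0.00147). Cd36 (-4.23), Hhip (-3.21), Fmo2 (-2.92), Fabp4 (-2.21), Gdf10 (-1.63), Esr1 (-1.47), Pdgfra (-0.82) and Wnt1 (-1.87) were lower. Of the genes named for this comparison, 15 lost their call without hyperplasia 1 and 14 without hyperplasia 2, among them Acta2, Mgp and Mki67 in both. Cdkn2a, Lrrc15, Wnt9a, Cxcl14, Cd36, Fabp4, Col11a1, Ltbp2, Kif26b and Hoxc10 were called in both of these fits. Esr1 (-0.94) and Pdgfra (-0.52) were not called without tumour 2, and S100a4 (0.93) was not called without tumour 1. Wnt1 was not called when any 1 of the 4 raGFP-Wnt1 libraries was left out (-1.17 without hyperplasia 2). Wnt1 and Pdgfra were also not called with only the 4 raGFP-Wnt1 libraries or with the non-fibroblasts kept. Crabp1 did not differ beyond the spread of the libraries (-0.22, adjusted p 0.667). Cd34 (-1.30, adjusted p 0.130) and Pi16 (-1.28, adjusted p 0.199) did not pass the threshold. Without tumour 1 both were called lower (-2.29 and -2.48), and without tumour 2 they were at -0.28 and -0.06.

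The shares of fibroblast classes in the tumours were compared with those in hyperplasia. The myofibroblastic class made up 3.19% and 2.94% of hyperplasia fibroblasts and 31.1% and 42.8% of tumour fibroblasts (log2 fold change 3.59, edgeR adjusted p 0.0090). Cycling cells numbered 4 and 1 in hyperplasia and 273 and 456 in tumours (3.23% and 10.8%, log2 fold change 7.47, adjusted p 0.020). Cluster 4, which has no name, rose from 0.843% and 1.12% to 11.1% and 19.8% (3.97, adjusted p 0.0094). The ECM remodelling class fell from 47.4% and 43.3% to 13.4% and 11.2% (-1.89, adjusted p 0.0091). Shares are parts of a whole, so the rise of some classes lowers the shares of the others. The fall of the ECM remodelling share thus does not by itself show a loss of its cells. Cluster 8 held 92 and 117 cells in hyperplasia (1.49% and 1.54%) and 0 of 8457 and 0 of 4212 in tumours, at least 28.4-fold lower with up to 3 cells allowed per library (adjusted p 0.0094). With the mouse as a block its adjusted p was 0.112. These 5 shares kept their direction in each fit without 1 library, and all 5 lost their call without either hyperplasia library, with adjusted p-values between 0.0880 and 0.459. For the myofibroblastic class the adjusted p was 0.110 without hyperplasia 1 and 0.0880 without hyperplasia 2. The progenitor class had 23.4% and 28.7% in hyperplasia and 31.6% and 4.53% in tumours. This gave -0.53 over all libraries, 0.28 without tumour 2 and -2.52 without tumour 1. Tumour 1 came from a mouse of 45 weeks and tumour 2 from a mouse of 17 weeks. Differences between the tumours can therefore not be separated from age. The preadipocyte class (-1.23, adjusted p 0.071) was called lower without either tumour library. The adipogenesis-regulatory (-0.80) and lobular classes (-2.71) did not pass the threshold over all libraries. The adipogenesis-regulatory class was called lower without tumour 2 (-1.72) and the lobular class without tumour 1 (-6.08) or tumour 2 (-1.85).

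**Figure D5:**
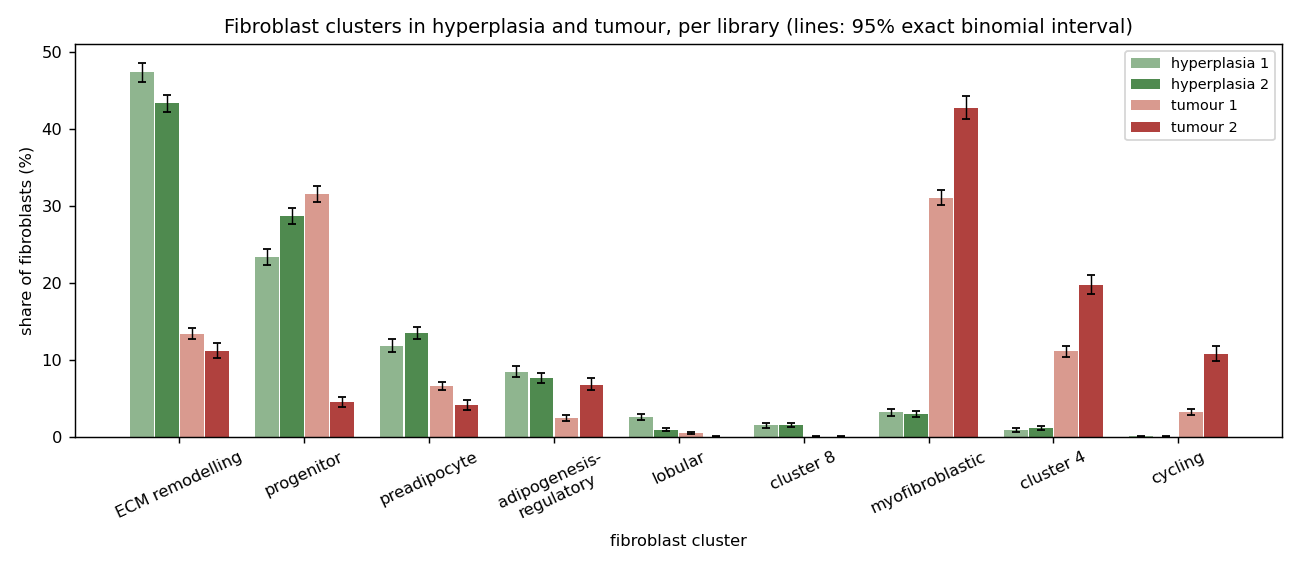
Share of fibroblasts (%) in each class for the hyperplasia and tumour libraries, with exact binomial 95% intervals. The myofibroblastic class lies near 3% in hyperplasia and at 31.1% and 42.8% in tumours, and the progenitor class differs between the tumours.

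What sets the myofibroblastic class apart within tumours was asked by comparing it with the other named classes of the same tumour. With limma-voom 0 of 13282 genes had an adjusted p under 0.05, with 2566 at an unadjusted p under 0.05, and edgeR gave 0 as well (2429). Adjusted over the list alone, 25 of 38 listed genes passed, some of which define the compared classes. Cdkn2a (ENSMUSG00000044303, chromosome 4, 89274471 to 89294653) had 349 CPM in this class and 16.3 in the others in tumour 1, and 208 and 39.3 in tumour 2 (log2 fold change 3.43, limma-voom p adjusted over the list alone 0.00667). Wnt9a had 90.3 against 19.0 CPM in tumour 1 and 72.1 against 18.7 in tumour 2 (2.11). Thbs4 (2.16), Mgp (1.88), Cdkn1a (1.77) and Clec11a (1.58) were also higher, with Mgp at 1.21 and Clec11a at 0.91 in tumour 2 alone. Cd34 had 50.7 against 843 CPM in tumour 1 and 53.8 against 204 in tumour 2 (-2.99 for both, -1.90 in tumour 2 alone). S100a4 (-3.00), Fabp4 (-3.79), Tnxb (-4.09), Dpp4 (-2.48), Gdf10 (-1.98), Ly6a (-1.58), Mmp3 (-1.12) and Pdgfra (-0.64) were lower, with Dpp4 at -1.31 in tumour 2 alone. Mki67 (-6.56), Dlk1 (-3.20) and Esr1 (-2.10) were lower too. So were Wnt1 (-3.97), Hhip (-3.73), Cd36 (-2.35) and Pgr (-2.03), whose mean log2 CPM was negative. Acta2 (2.27), Lrrc15 (2.22) and Tnc (0.99) were higher, at 0.84, 1.34 and 0.35 in tumour 2 alone. Acta2, Lrrc15 and Tnc are among the markers from which the myofibroblastic class was named, so their rise is partly built in. Cd34, Dpp4, Ly6a, Fabp4, Cd36, Gdf10, Mki67, Thbs4 and Clec11a are among the markers from which the other classes were named. At a clustering resolution of 0.2, limma-voom called 6 genes, 1 higher and 5 lower. Cdkn2a and Mgp lay outside the clustering features but were among the 10 leading genes of the cluster. Pi16, Igfbp5, Crabp1, Bmp5, Col14a1 and Ptch1 had opposite signs in the 2 tumours.

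Finally, whether tumour fibroblasts lose Cd34 was asked through the share of cells with a Cd34 UMI. Thinned to 3000 UMIs per cell, 60.3% and 59.97% of hyperplasia fibroblasts and 51.6% and 25.7% of tumour fibroblasts had one. The difference of -21.4 percentage points had an exact permutation p of 0.333, the smallest that 2 against 2 allow. Without tumour 1 it was -34.4 points and without tumour 2 -8.53, so its size rests on tumour 2. Thinned to 5000 UMIs it was -27.8 points, and without thinning -13.7, with shares of 77.4% and 75.5% in hyperplasia and 67.4% and 58.2% in tumours. Thinning left out 247 and 392 cells of the hyperplasia and 257 and 249 of the tumour libraries. Median UMIs per fibroblast were 8430.5 and 8120 in hyperplasia and 10561 and 20013.5 in tumours. Epithelial cells of the same libraries, which should lack Cd34, had thinned shares of 7.14% (1 of 14 cells) and 0.676% in hyperplasia and 5.88% and 0.362% in tumours. Their median UMIs were 13643.5, 7733, 16029 and 9399. Over all fibroblasts Cd34 stood at 579.8 and 653 CPM in hyperplasia and 495 and 127 in tumours.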

Values the study reported

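The study reported at least 6500 single cells per sample after quality control and doublet removal in its analysis of the stages. It described 5 main clusters of stromal cells from control and hormone-treated mice. It reported that Gli1 reporter cells made up about 12% of the stroma by flow cytometry. It reported 419 genes shared by the genes raised in tumour fibroblasts against hyperplasia fibroblasts and those raised in CD34-negative against CD34-positive tumour fibroblasts.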

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

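The tests of doublets for the muscle and epithelial cells were chosen only after the results were seen, as were the genes named for the difference between classes. The test of that difference, with its alternatives, was itself not among those fixed beforehand.

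The hormone effect differed between the progenitor class and the mean of the other 4 classes for 1486 of 13883 genes (edgeR, adjusted p under 0.05), and 3270 genes had an unadjusted p under 0.05. This result stood out because 2 groups of cells answered the same treatment differently in a test of the difference itself. Tgm2 had a log2 ratio of MPA+E over placebo of 5.12 in the progenitor class and -0.58, 1.76, 2.05 and 1.59 in the ECM remodelling, adipogenesis-regulatory, lobular and preadipocyte classes, and the difference fitted by edgeR, which is not taken from these ratios, was 4.03. For H19 (-3.74) and Fn1 (-1.41) the effect was lower in the progenitor class than in the others, and for Ndrg2 (2.41), Hsd11b1 (2.23) and Fbln1 (1.76) it was higher. The progenitor class holds more cells than the others, which gives more power but no difference in effect by itself. With the same number of cells in each class and library, which left out the lobular class, 560 of 11119 genes still passed. Differences were thus called without unequal numbers of cells, although fewer cells and genes were tested there. With all cells and without the lobular class 1676 genes passed. The 8 residual degrees of freedom come from classes within 4 libraries, and leaving out a library gave 477 (without placebo 2) to 1247 (without MPA+E 2) genes. Cells that change class under the treatment, and RNA of other cells in the droplets, were not tested and remain open. A hormone response that differs between fibroblast states may also give this pattern, and that is a hypothesis.

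Muscle cells made up 5.17% of the cells in the puberty library (402 of 7780, exact binomial 95% interval 4.69% to 5.68%), against 1.63% in the adult (187 of 11468). They stood out because no comparison used them. Their CPM was 1273 for Myog, 632 for Des, 514 for Acta1, 119.7 for Myf5 and 107 for Pax7, where the fibroblasts of the library had 1.12 for Myog, 4.69 for Des, 2.09 for Acta1 and 0.495 for Pax7. Doublets of muscle cells and fibroblasts would carry fibroblast markers at a large part of their level in fibroblasts. These markers stood at 3.47% of that level, which argues against doublets, although the cells were partly chosen for low fibroblast markers. Muscle tissue taken with the gland at dissection may be the source, and a difference in age or in the sort remains open, since each stage had 1 library. No biological explanation was tested.

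Epithelial cells made up 9.05% of the cells in the pregnancy library (1060 of 11718, 8.53% to 9.58%), against 0.375% in the adult. Involution had 1.16%, and no cluster was called epithelial in lactation (0 of 8265 cells) or puberty (0 of 7780). Types were given to whole clusters, so a few epithelial cells within a fibroblast cluster would be missed. In puberty a cluster of 495 cells kept as fibroblasts had a mean epithelial log2 fold of 4.17, with 0 markers raised by the rule. The stage libraries were sorted against CD24. The epithelial cells of the pregnancy library had 216 CPM of Cd24a, beside 2085 of Krt14, 16679 of Acta2 and 2685 of Csn2. They stood out as a signal in cells that the comparisons left out. Fibroblast markers in them stood at 4.08% of their level in fibroblasts, which argues against doublets of both types. Cells called doublets had been removed before, so part of this low level is built in. An incomplete depletion of epithelial cells during the sort may explain them. So may the growth of the epithelium in pregnancy, although no cluster of the lactation library was called epithelial. These explanations cannot be weighed with 1 library per stage.

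Epithelial cells made up 6.23% of the cells in tumour 2 (289 of 4637, 5.55% to 6.97%), against 0.605% in tumour 1 and 0.226% and 2.02% in the hyperplasia libraries. They stood out in the same way, since these libraries were sorted for a fibroblast reporter. Their CPM was 1393 for Krt14, 655 for Krt5 and 3128 for Acta2. Fibroblast markers in them stood at 1.37% of their level in fibroblasts, which argues against doublets, with the same limit as in the pregnancy library. Epithelial tumour cells that passed the sort may be the source, and cells with reporter activity of their own remain open and untested.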

How the results depend on the processing

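Thinning classes to the same number of UMIs, leaving out libraries within single classes, the replicate block for the progenitor marker set and testing the Hedgehog pathway genes singly were chosen only after the results were seen. Where no cause is named below, the cause was not tested.

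The number of genes called under MPA+E over all fibroblasts stayed within 1.5 times of 680 in 8 of 12 alternatives. DESeq2 gave 1311 genes and the replicate number as a block 2019. Leaving out a library gave between 0 (without placebo 1) and 947 (without MPA+E 2). Without the filter on low counts 836 genes were called in the ECM remodelling class, 1070 in the adipogenesis-regulatory, 750 in the lobular and 1625 in the preadipocyte class. With the same number of cells the counts were 238 (adipogenesis-regulatory), 365 (preadipocyte) and 875 (progenitor), and fewer cells and fewer genes were tested there. With the replicate block they were 1989 (ECM remodelling), 1712 (adipogenesis-regulatory), 1036 (lobular), 1965 (preadipocyte) and 2966 (progenitor). Without 1 library the counts were 31 (without placebo 1) to 727 (without MPA+E 2) in the ECM remodelling class, 149 (without placebo 1) to 654 (without MPA+E 2) in the adipogenesis-regulatory, 85 (without placebo 1) to 262 (without MPA+E 1) in the lobular, 67 (without placebo 2) to 521 (without MPA+E 2) in the preadipocyte and 327 (without placebo 2) to 2152 (without MPA+E 2) in the progenitor class.

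The replicate numbers of the hormone arms are not stated to pair the libraries. Deviations from the arm means correlated at 0.350 across genes between libraries of the same number, which the block takes up. Handling stress during cell preparation was tested as a cause. The median of 10 stress genes lay at percentile 22.02 of 10000 random lists. Genes of the list went both ways, so this median excludes nothing, and handling stress cannot be told apart from other causes.

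The shares of classes under MPA+E kept their direction and their side of the threshold in 42 of 53 alternatives. With doublets kept the cycling class reversed to 0.10 and the progenitor class to 0.029, and with the replicate block the lobular class to -0.20. Leaving out a library gave -0.89 to 0.18 for cycling cells, 0.10 to 0.54 for ECM remodelling, -1.32 to 0.86 for lobular, -0.22 to 0.14 for preadipocyte and -0.21 to 0.0048 for progenitor cells. The fry or camera p of the progenitor marker set stayed over 0.05 in all 7 alternatives, and with the replicate block the fry p was 0.255. Over all fibroblasts, Mki67 reversed to 0.19 with the non-fibroblasts kept.

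The number of genes that differed between tumour and hyperplasia stayed within 1.5 times of 4773 in 10 of 13 alternatives. With only the 4 raGFP-Wnt1 libraries it was 3072. Leaving out a library gave 217 (without hyperplasia 1) to 6982 (without tumour 1). For hyperplasia against puberty and adult, leaving out a library gave 1 (without hyperplasia 2) to 120 (without the adult), and the other 6 alternatives stayed within 1.5 times of 2253. At a clustering resolution of 0.2 the myofibroblastic class had 6 called genes.

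The shares of classes in tumours kept their direction and their side of the threshold in 49 of 69 alternatives. With the mouse as a block cluster 8 stood at -4.83, counted from its bound (adjusted p 0.112), and the block changed no other call on a class share. Without integration cycling cells stood at 7.41 (adjusted p 0.105) and the ECM remodelling class at -3.33 (adjusted p 0.111). Leaving out a library gave -1.72 to -0.24 for adipogenesis-regulatory, 3.49 to 4.33 for cluster 4, -5.42 to -4.41 for cluster 8, 6.39 to 8.87 for cycling, -2.02 to -1.76 for ECM remodelling, -6.08 to -1.81 for lobular, 3.34 to 3.80 for myofibroblastic, -1.62 to -0.93 for preadipocyte and -2.52 to 0.28 for progenitor cells. The Cd34 share differed by -34.4 points without tumour 1 and by -8.53 without tumour 2.

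The ratios of the 4 Hedgehog pathway genes kept their sign in all 12 alternatives. Over 9 libraries they passed the threshold (-1.92 for Gli1, -2.09 for Gli2, -0.53 for Ptch1 and -2.64 for Hhip, adjusted p 0.00521 to 0.00781), where more libraries allow a smaller p. Stage shares stayed within their counting intervals in 12 of 20 alternatives. The ratio of the ECM remodelling and preadipocyte class moved to 3.44 at a resolution of 0.5, 4.12 without integration and 3.08 with doublets kept. That of the progenitor class moved to 1.64 at a resolution of 0.2, 1.78 without integration and 1.56 with doublets kept. The lobular ratio was 2.47 without integration and the adipogenesis-regulatory ratio 2.42 with doublets kept. Of 117 alternatives for stage gene levels 93 stayed within the counting interval, 23 moved and 1 reversed, Cd36 with the non-fibroblasts kept (0.843), since other cell types were then counted.

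Named genes kept their direction and their side of the threshold in 224 of 276 alternatives over all fibroblasts of the hormone comparison and in 158 of 189 in its progenitor class. In that class 11 of 24 did so without placebo 1 and 12 of 24 without placebo 2, against 23 and 22 of 24 without MPA+E 1 and 2, and Mki67 ran from -1.51 (without MPA+E 1) to 0.17 (without MPA+E 2). They did so in 302 of 351 in tumours and 129 of 190 in hyperplasia. In the myofibroblastic class 22 of 22 did so with edgeR and 20 of 22 at a resolution of 0.2, and in each tumour alone 22 of 22 kept their direction, where no threshold was tested. With the mouse as a block Myoc, Cxcl13 and Wnt1 lost their call in tumours.

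No value was obtained for clusters 4 and 8 under other clusterings, for the myofibroblastic class at a resolution of 0.5, for the lobular class with the same number of cells or UMIs, for a test of genes in cycling cells, for the preadipocyte class without integration, or for the lobular class at a resolution of 0.2 and with doublets kept. The hormone progenitor share without integration was not compared, since the cluster was led by a gene of another class. Leaving out Gli2 was not run, since each Hedgehog pathway gene was tested alone. Depth limits the classes with few cells, such as the cycling cells of lactation (6) and hyperplasia (4 and 1). Groups of 1 or 2 libraries were too small for a test of outlying samples.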

Other observations

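Chosen only after the result was seen were thinning classes to the same number of UMIs, leaving out libraries within single classes, the comparison of milk protein UMIs per cell between clusters, the test of a hormone response of the genes of stage cluster 3, and the reading of the called genes at the same number of cells as a ratio to the next class. Thinning to the same number of cells was itself fixed beforehand.

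Milk protein genes reached 1006 CPM in the fibroblasts of the lactation library, and 45.0% of these cells had a Csn2 UMI at a median of 6972.5 UMIs. Pericytes and endothelial cells of the same library, which do not make milk, had 1241 CPM of the same 8 genes, 1.23 times the level in fibroblasts, and 30.2% of them had a Csn2 UMI at a median of 2568. In UMIs per cell these were 3.63 in pericytes and endothelial cells and 7.25 in fibroblasts. Milk RNA in cells that do not make milk shows that it reached other cells. Free RNA from secretory cells is a candidate explanation, although a like CPM at unlike depths does not decide it. The 1% of fibroblasts with most milk protein UMIs held 30.5% of them. Free RNA added evenly to all droplets would give each cluster a like number of milk protein UMIs per cell. Cluster 5 had 21.2 and the lobular class 2.02, a ratio of 10.5, so an even addition is not the whole cause. Uneven free RNA, secretory cells joined to some fibroblasts and expression by fibroblasts cannot be told apart for the rest. In involution the pericytes and endothelial cells had 706 CPM against 12.1 in fibroblasts, carried by 3.72% of them. For these reasons the milk protein genes were not read as fibroblast expression in any stage. Leaving them out of the totals left all 39 stage gene ratios within their counting intervals.

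More genes were called under MPA+E in the progenitor class than in any other class. With the same number of cells per class its count was 2.40 times that of the next class, and with the same number of UMIs 2.49 times. Neither the number of cells nor the number of UMIs is thus the whole cause. Without the filter on low counts the preadipocyte class had 1625 genes against 1657, so the size of this lead may depend on genes with low counts. With the replicate block it was 2966 against 1989 in the ECM remodelling class, a smaller lead. The progenitor class also stayed highest without any 1 library, at 352 against 211 without placebo 1 and 327 against 150 without placebo 2.

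Crabp1 and Igfbp5 could change under MPA+E through a shift in the shares of the classes alone. Such a shift gave a log2 change of 0.35 for Crabp1 where 1.45 was observed, and -0.12 for Igfbp5 where -2.41 was observed. The levels within classes thus carried most of both changes. For Cd34 in tumour 2 against hyperplasia, the shift in classes alone gave -0.70 where -2.26 was observed. A fall of Cd34 within classes of this tumour may explain the rest, and tumour 1 is not covered by this test.

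Acta2 in tumour fibroblasts might come from RNA of pericytes. In tumour 2 the pericytes had 130.4 CPM of Rgs5 and 2047 of Acta2, so Acta2 from pericytes at the level of the fibroblasts would bring 42.0 CPM of Rgs5. The fibroblasts of tumour 2 had 0.779, which is 1.86% of that level and argues against pericytes as the source in this tumour. No cluster of tumour 1 was called pericytes, so its Acta2 is not covered by this test. Its largest cluster (1895 cells, called doublets included) had 3 pericyte markers raised, at a mean log2 fold of 1.90. This lay just under the limit of 2, so the cluster stayed among the fibroblasts. Pericytes in tumour 1 therefore remain open.

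The leading genes of stage cluster 3, with Pgr left out, rose under MPA+E over all fibroblasts (8 of 9 higher, mean log2 difference 1.89, fry p 0.0019). A hormone response of these genes is a candidate explanation. It was tested over all fibroblasts of the hormone libraries and not in this group of cells. Of these 9 genes, 5 are interferon-induced. The other 4 had a mean of 1.20 (3 higher, fry p 0.00635), which argues against an interferon response as the only cause, although Cxcl13 was lower (-0.29). All 12 genes of the interferon list were higher (mean 2.28, fry p 0.00155). Whether the hormones, an infection or the housing of the arms raised the interferon-induced genes was not tested, and the same arms carry all of these differences.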
